A study of Homo sapiens with 8 samples. Its data were reported in "Dietary glutamine supplementation suppresses epigenetically-activated oncogenic pathways to inhibit melanoma tumour growth" (2020).

How the data were processed

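Gene expression was measured by RNA-seq in 8 tumours of a melanoma PDX model, 4 from mice on a control diet and 4 from mice on a high glutamine diet. Groups and replicate numbers were taken from the sample titles. The authors made polyA-selected libraries, sequenced short single-end reads, aligned them with HISAT2 (version not stated) to the human genome build GRCh37 and computed RPKM values with Partek Genome Suite on RefSeq gene models. Reads were aligned to the human genome alone, and no removal of mouse host reads was stated, so reads of host cells that match human transcripts would be counted. The deposited RPKM table holds 1 row per gene symbol with 3 decimals and all 8 tumours, and every column was used.

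The depth was inferred from microRNA genes of at most 150 bases. The RPKM of 1 read in such a gene depends only on its length and the number of mapped reads, and 91 to 105 such genes per tumour had low values. Of these values, 77.0% to 84.6% were whole numbers of reads at the implied depth. The genes at 1 read, 50 to 60 per tumour, are whole by definition, and no share expected by chance is given. The percentage is therefore weak evidence for the depth. Depth limits only counting error, and PCR copies of a molecule are not independent. The approximate number of reads of a gene was its RPKM times the length of its longest annotated transcript and the mean depth, and 3 reads were taken as the floor.

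Genes with a highest RPKM of at least 0.5 were kept, as the study did, which left 14437 of 27775. The study tested genes by analysis of variance, on a value scale and with an FDR method that were not stated. Here limma 3.58.1 in R 4.3.3 fitted log2(RPKM + 0.1) on diet with a variance trend, two-sided, with Benjamini-Hochberg adjustment over the kept genes. The threshold was an adjusted p under 0.05 and a fold change of at least 1.5. RPKM values are not counts, so no count model was used. Single values were compared by exact two-sided permutation over the 70 assignments of the tumours, for which the smallest p is 0.0286. Gene lists were tested with camera (inter-gene correlation 0.01, with the same variance trend) and fry, adjusted over 17 lists. The separation of tumours was tested by an exact permutation over 35 splits. The comparisons of the diets, their tests, the gene lists, the rule for genes to be named and the alternatives were set before the data were examined, with exceptions. The variance trend in camera and fry was chosen after both forms were seen. The test of depth, the lists without 1 gene, the alternatives marked as added below and the tests so marked in the closing section were also chosen afterwards. Camera called the same 7 lists either way, and fry called the macrophage markers only without the trend. The rule took the 5 highest and 5 lowest log2 fold changes among genes past the threshold with a mean RPKM of at least 1 and no overlap between the diets, plus the 8 qPCR genes and KDM5A, KDM5B and KDM5C. DUSP4, DUSP6, COL1A1, COL3A1, COL6A1, COL6A2, COL6A3, MSR1, TIE1, PDGFRA, PDGFRB, FAP, LUM, DCN and other genes outside that rule were named after their values were seen.

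Positions came from GENCODE release 44 mapped to GRCh37, the build of the files. Of the symbols, 23919 matched by symbol, 991 by an older symbol and 2865 not at all. Types of unmatched genes came from a RefSeq table of another build, of which no coordinates were used.

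Alternatives were other pseudocounts (1 and 0.01), no filter or a mean RPKM of at least 1, quantile normalization, median centring, TMM factors computed on RPKM, no variance trend, an ordinary linear model per gene, array weights, the replicate number as a block and leaving out each tumour in turn. Removal of the trend with GC content and transcript length, and counting identical rows as 1, were added after the data were seen. The fit was tested on simulated data in 5 sets of 14437 genes with 200 genes changed by a log2 fold change of 1 either way. It recovered 95.4% of the changed genes, 2.15% of its calls were false, and no gene was called in sets without a change. The simulated noise was independent between genes and tumours, and no changed gene was drawn from those with low expression. These rates therefore need not hold for the tumours, whose genes vary together, for genes with low RPKM or for smaller changes. The labels give no batch, so a difference in handling between the diets cannot be told apart from the diet.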

Results

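RNA-sequencing (RNA-seq) measured gene expression in 8 tumours of a melanoma patient-derived xenograft (PDX) model, a human melanoma carried under the skin of immunodeficient mice. Diets began after implantation, and 4 mice received the control diet and 4 a diet with added glutamine, called the high glutamine diet here. To keep the calories equal, the high glutamine diet held less corn starch and so less carbohydrate. A difference between the diets can therefore not be assigned to glutamine alone from these tumours. The deposited table gave RPKM values, which are reads scaled by exon length and by the total of mapped reads, for 27775 gene symbols, of which 4753 were at 0 in every tumour. The table held no read counts, but the RPKM of a short microRNA gene moves in steps of whole reads, and these steps put the depth between 33.8 M and 39.0 M mapped reads per tumour (M, mega). The mean implied depth was 36.7 ± 2.17 M reads (SD, n = 4) on the control diet and 35.7 ± 1.28 M reads (SD, n = 4) on the high glutamine diet, a difference within the spread between tumours (exact two-sided permutation p = 0.486). At these depths 3 reads in a transcript of 1 kb correspond to 0.077 to 0.089 RPKM, and values below that could not be told from 0. Between 11970 and 12198 genes reached 1 RPKM in a tumour, and the 10 highest genes took 8.45% to 10.2% of the RPKM sum.

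The first question was whether the tumours of a diet resembled each other more than those of the other diet. Over the 14437 genes whose highest RPKM was at least 0.5, the mean Spearman correlation was 0.991 for pairs of tumours within a diet and 0.984 for pairs across diets. The difference of 0.0069 was the largest of the 35 ways of splitting the tumours into 4 and 4, and its exact permutation p of 0.0286 (one-sided) was the smallest this design can give. Component 1 of a principal component analysis held 36.8% of the variance and placed every control tumour below every high glutamine tumour. Control replicate 2 lay farthest out on both components.

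**Figure D1:**
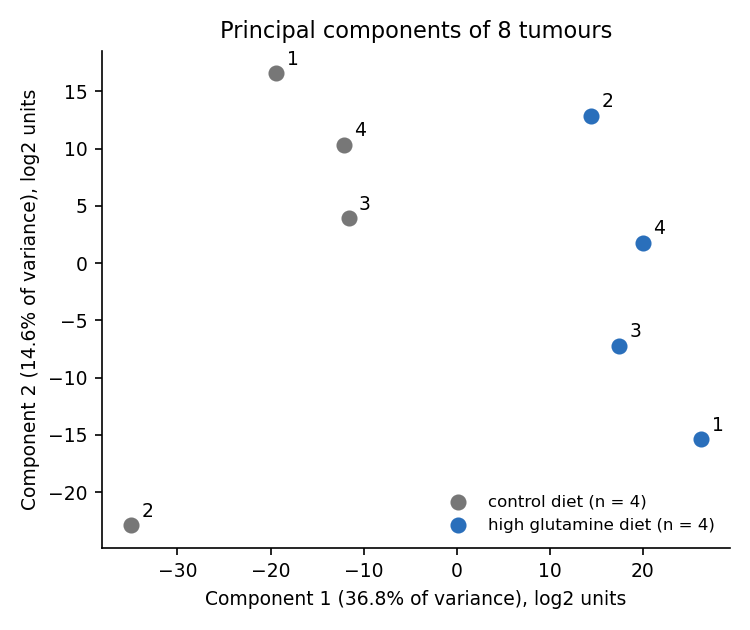
Principal components of the 8 tumours from log2(RPKM + 0.1) of 14437 genes, with component 1 (36.8% of variance) on the horizontal axis and component 2 (14.6%) on the vertical axis, both in log2 units. Each point is 1 tumour numbered by replicate, and the 4 control tumours (grey) lie left of the 4 high glutamine tumours (blue).

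The number of genes that differed between the diets was counted next with limma on log2(RPKM + 0.1), with Benjamini-Hochberg adjustment over the 14437 genes. Log2 fold changes are high glutamine over control on this scale, which understates the change of genes with low RPKM. With an adjusted p under 0.05 and a fold change of at least 1.5, 526 genes passed the threshold, 215 higher and 311 lower on the high glutamine diet (59.1% lower). Without the fold minimum, 1313 genes had an adjusted p under 0.05, of which 471 were higher and 842 lower. Without adjustment, 770 genes had a p under 0.05 and a 1.5-fold change. Over all tested genes, every tumour of one diet lay above every tumour of the other in 18.7%, against 2.86% by chance. The count depended most on the model of the spread. An ordinary linear model per gene gave 40 genes (7 higher, 33 lower) where limma, which shares the spread over genes, gave 526. After each tumour was centred on its median, 50.3% of the calls were lower. Centring moves the median log2 fold change of the tested genes, -0.04 before it, to about 0 and so evens the split by construction, and neither split can be preferred from these values. The number of genes past the threshold fell to 300 without control replicate 1, 305 without control replicate 2, 258 without high glutamine replicate 1 and 310 without high glutamine replicate 4.

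The 10 genes named by rule, which asked for no overlap between the diets, came next. GPNMB (chromosome 7, 23275586 to 23314727, GRCh37), protein coding like every gene named with a position here, rose from 1.04 ± 0.503 RPKM (SD, n = 4) to 4.87 ± 1.24 RPKM (SD, n = 4), a log2 fold change of 2.21 (SE 0.32, limma adjusted p = 0.00687). HTRA1 (chromosome 10, 124218067 to 124274423), which encodes a secreted protease, rose from 5.12 ± 1.67 to 19.5 ± 5.95 RPKM, a log2 fold change of 1.92 (SE 0.27, adjusted p = 0.00655). SOD3 (chromosome 4, 24791534 to 24802464) and EDNRA (chromosome 4, 148402069 to 148466106) had log2 fold changes of 1.89 and 1.75, with adjusted p of 0.0121 and 0.00772. NTN4 (chromosome 12, 96051583 to 96184967) rose from 0.605 ± 0.0761 to 2.08 ± 0.676 RPKM (log2 fold change 1.58, SE 0.21, adjusted p = 0.00572). MAGEB1 (chromosome X, 30261832 to 30270157), a gene of the cancer-testis class that is active in the testis and in some tumours, fell from 4.38 ± 2.13 to 0.350 ± 0.163 RPKM. Its log2 fold change was -3.29 (SE 0.33, adjusted p = 0.00208), and its RPKM corresponds to roughly 298 reads per control tumour and 23.8 per high glutamine tumour. LOC100129291, listed as a transcribed pseudogene on chromosome X, fell from 2.26 ± 0.437 to 0.230 ± 0.0687 RPKM (log2 fold change -2.84, SE 0.19, adjusted p = 0.000454). SSX3 (chromosome X, 48205862 to 48216142) had a log2 fold change of -2.79 (SE 0.61, adjusted p = 0.0253), but it has near-identical copies and its RPKM is uncertain to that extent. Under the ordinary linear model per gene GPNMB, HTRA1, SOD3, EDNRA, NTN4, SSX3 and CPXM1 had an adjusted p above 0.05 (0.0598 to 0.104), and MAGEB1, LOC100129291 and CDA did not. SSX3 also had one without the expression filter (adjusted p = 0.0581). The same held for SSX3 in 4 of the 8 fits that each left out 1 tumour, with adjusted p of 0.0663, 0.0626, 0.0656 and 0.0643 without control replicates 1 and 2 and high glutamine replicates 1 and 4. CDA (chromosome 1, 20915579 to 20945396), which encodes cytidine deaminase, fell from 14.8 ± 5.94 to 2.04 ± 0.383 RPKM (log2 fold change -2.74, SE 0.23, adjusted p = 0.00144). CPXM1 (chromosome 20, 2774720 to 2781273) had a log2 fold change of -2.71 (SE 0.42, adjusted p = 0.00868), with 1 high glutamine tumour at 3.54 RPKM and the others at 0.80 to 0.949 RPKM.

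**Figure D2:**
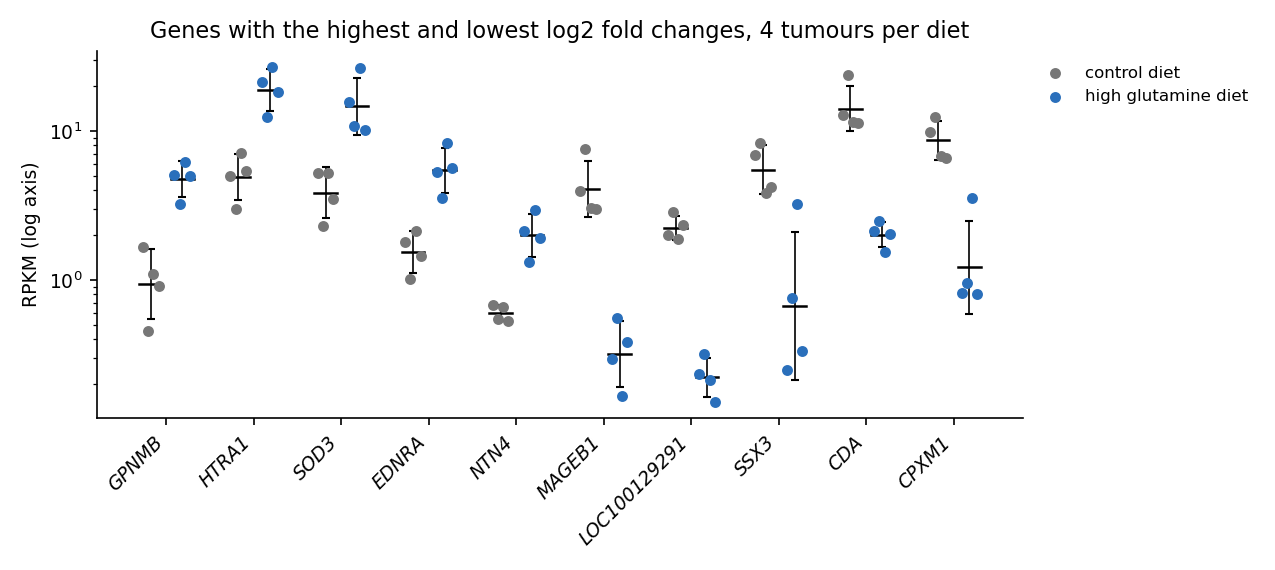
RPKM (log axis) of the 5 genes with the highest and the 5 with the lowest log2 fold changes among genes past the threshold whose diets did not overlap, for 4 control tumours (grey) and 4 high glutamine tumours (blue). Points are tumours and bars are the geometric mean and 1 SD on the log2 scale. The 10 genes were chosen for diets that do not overlap.

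The study followed 8 melanoma genes by quantitative PCR in tumours of this model, and the RNA-seq values of the same genes were examined here. SOX10 (chromosome 22, 38366693 to 38383429) fell from 114 ± 12.9 to 70.4 ± 8.41 RPKM (SD, n = 4 each), a log2 fold change of -0.70 (SE 0.10, limma adjusted p = 0.00655), and all 4 high glutamine tumours were below every control tumour. NGFR, which encodes CD271 (chromosome 17, 47572655 to 47592370), fell from 347 ± 13.1 to 234 ± 67.9 RPKM (log2 fold change -0.61, SE 0.16, adjusted p = 0.0475), also with no overlap. The adjusted p of NGFR rose above 0.05 in 7 of 12 alternative settings (0.0306 to 0.135 over the 12) and in 7 of the 8 fits without 1 tumour (up to 0.119, without high glutamine replicate 1). Among those fits it stayed under 0.05 only without high glutamine replicate 2 (log2 fold change -0.78, adjusted p = 0.00513). The fold change of NGFR was under 1.5 with array weights although its adjusted p was 0.0429 (log2 fold change -0.58). NES (chromosome 1, 156638555 to 156647199) fell by 0.28 on the log2 scale (SE 0.05, adjusted p = 0.0186), below the 1.5-fold minimum, and its adjusted p was 0.0529 without high glutamine replicate 1 (0.0269 to 0.0529 over the 8 fits). Under the ordinary linear model per gene SOX10 and NES had adjusted p of 0.0616 and 0.0601. AXL (chromosome 19, 41725128 to 41767671) had a log2 fold change of -0.20 with an adjusted p of 0.121. LOXL2 (chromosome 8, 23154410 to 23282841) was higher on the high glutamine diet by 0.27, with an adjusted p of 0.184. CCL2 (chromosome 17, 32582293 to 32584227) and MITF (chromosome 3, 69788607 to 70017487) differed by less than the spread between tumours, with log2 fold changes of -0.06 and 0.03 and adjusted p of 0.747 and 0.895. MITF stood at 1.11 ± 0.113 RPKM on the control diet. MLANA, the gene of the melanocyte antigen Melan-A (chromosome 9, 5890889 to 5910606), never passed 0.073 RPKM, roughly 6.15 reads, and no difference was detectable at this depth (exact two-sided permutation p = 0.743). Of the 7 panel genes tested, 3 had an adjusted p under 0.05 over all genes and 4 adjusted over the list alone, where AXL was added at 0.0451. The study described these genes as melanoma oncogenes and a chemotactic gene, and it had measured them in tumours of this model. Whether they were chosen before its RNA-seq values were seen was not stated, so the list may not be independent evidence.

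**Figure D3:**
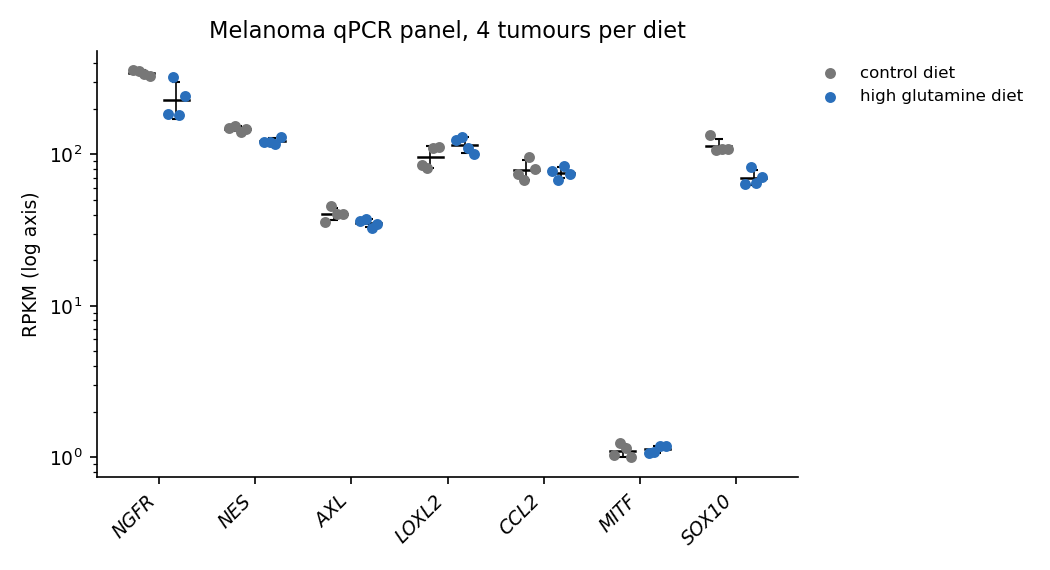
RPKM (log axis) of the 7 melanoma qPCR panel genes that passed the expression filter, for 4 control tumours (grey) and 4 high glutamine tumours (blue). Points are tumours and bars are the geometric mean and 1 SD on the log2 scale. The points of the diets are apart in NGFR, NES and SOX10 and overlap in AXL, LOXL2, CCL2 and MITF.

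The study proposed a role of H3K4 demethylases of the JARID1 family in the effect of glutamine, without excluding other functions of these enzymes. It tied that role to a rise of alpha-ketoglutarate, a cofactor of such enzymes, and used inhibitors and knockdown in cultured cells. Transcript levels do not measure enzyme activity, so the comparison of the transcripts below does not test that proposal. KDM5A (chromosome 12, 389223 to 498486), KDM5B (chromosome 1, 202693623 to 202777615) and KDM5C (chromosome X, 53205465 to 53254604) had log2 fold changes of -0.08, -0.04 and -0.15, with adjusted p of 0.476, 0.727 and 0.189. KDM5C passed an adjusted p of 0.05 only without control replicate 3 (0.0445, in a range up to 0.355 over the 8 fits without 1 tumour). Of the 18 listed pigmentation genes 13 never reached 0.5 RPKM and were not tested with limma, and TYR, TYRP1 and KIT never exceeded 0.014, 0.010 and 0.027 RPKM. The other 5 were MLPH, CDK2, RAB38, RAB27A and MC1R, with adjusted p of 0.837, 0.404, 0.364, 0.0891 and 0.0502. Below the filter, OCA2 was at 0.168 to 0.25 RPKM on the control diet and 0.017 to 0.057 on the high glutamine diet, and SLC45A2 at 0.204 to 0.284 and 0.07 to 0.156 (both chosen after their values were seen). PMEL (0.082 to 0.14 and 0.124 to 0.24) and EDNRB (0.145 to 0.396 and 0.297 to 0.492), also below it, leaned the other way with overlap.

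Gene lists were compared to ask whether pathways moved together. The study described ERK and AKT-related sets as stronger in control tumours and pathways of apoptosis regulation among the genes higher on the high glutamine diet, and one of its plots named an interferon alpha set. Those sets were not used here, and the 17 lists below were written from general knowledge. With camera at a preset inter-gene correlation of 0.01, 7 of the 17 lists had an adjusted p under 0.05. The ERK pathway output list (10 genes) was higher on the high glutamine diet, with a mean log2 fold change of 0.21 (adjusted p = 0.0421). In it 8 genes were higher and 2 lower. DUSP4 (chosen after its values were seen) had a log2 fold change of 1.11 and DUSP6 0.13, and without DUSP4 the mean was 0.11. The ERK pathway output genes had a mean of 0.084 with an adjusted p of 0.216 without control replicate 2. Their call was also lost without control replicate 1 (adjusted p = 0.0784) and high glutamine replicates 1, 2 and 4 (0.0601, 0.172 and 0.0658), in a range of 0.00459 to 0.216. The interferon alpha list (56 genes) had a mean of 0.07 (adjusted p = 0.0133), and 41 genes were higher and 15 lower. Without control replicate 2 the interferon alpha response genes had a mean of 0.033 (adjusted p = 0.0771, the highest of the 8 fits), and without high glutamine replicate 2 a mean of 0.098. The apoptosis list (56 genes) had a mean of 0.08 (adjusted p = 0.0421) with 30 higher and 26 lower. The apoptosis genes lost their call without control replicates 1 and 2 and high glutamine replicates 1 and 2 (adjusted p of 0.0785, 0.0702, 0.0697 and 0.132, the lowest of the 8 fits being 0.0261). AKT holds down FOXO factors, so higher FOXO targets would stand for lower AKT activity. The FOXO list (24 genes) had a mean of -0.01 and a median of 0.066, with 13 higher and 11 lower. Its camera adjusted p of 0.185 was for a shift upwards, against the sign of the mean. The melanoma qPCR panel had a mean of -0.22 (camera adjusted p = 0.133).

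Among the other lists, the extracellular matrix list (37 genes) had a mean of 0.31 (adjusted p = 8.63e-07) and was higher in all 4 high glutamine tumours than in any control tumour. Fibroblast markers (19 genes) had a mean of 0.44 (adjusted p = 3.87e-06), proliferation genes (34) -0.13 (adjusted p = 0.0133) and hypoxia genes (29) 0.13 (adjusted p = 0.0421). The proliferation genes lost their call without control replicate 3 and high glutamine replicates 1 and 2 (adjusted p of 0.0911, 0.0633 and 0.172), and with array weights (0.112, in a range of 0.0021 to 0.679 over 13 alternatives). The hypoxia genes lost theirs without replicates 1 and 2 of either diet (0.0785 to 0.509) and in 9 of 13 alternatives (adjusted p from 0.0409 to 0.749), and their mean was 0.0078 with array weights. The mean of the hypoxia genes was 0.034 without control replicate 2, 0.070 and 0.039 without high glutamine replicates 1 and 2, and 0.19 to 0.21 without control replicate 4 and high glutamine replicates 3 and 4. Pigmentation, amino acid response, p53 target, H3K4 methylation enzyme and glutamine metabolism lists had means of -0.06, 0.04, 0.07, -0.10 and -0.11, with adjusted p of 0.689, 0.199, 0.246, 0.141 and 0.207. Without high glutamine replicate 3 the mean of the p53 target genes was 0.017. Macrophage and endothelial markers had means of -0.24 and -0.32 (adjusted p of 0.466 and 0.689) over the 9 and 6 genes tested, and the reference genes a mean of 0.003 (adjusted p = 0.466). Without MSR1 and TIE1 (log2 fold changes -1.91 and -1.54, chosen after their values were seen) the macrophage and endothelial means were -0.032 and -0.072 (exact permutation p of 0.8 and 0.314). With a mean RPKM of at least 1, which left out both genes, the macrophage markers and endothelial markers had means of -0.032 and -0.097. The H3K4 methylation enzymes passed only without control replicate 3 (adjusted p = 0.0455). That list mixes enzymes that add the mark, such as KMT2A, with enzymes that remove it, such as KDM5A. Its mean therefore gives no direction for H3K4 methylation. The panel and the H3K4 methylation enzyme, glutamine metabolism, macrophage and endothelial lists were lower in all 4 high glutamine tumours than in any control tumour (exact permutation p = 0.0286 each, the smallest possible and not adjusted). Without the gene of each list that changed most in the direction of its mean (a check chosen after the values were seen), the panel, the H3K4 methylation enzymes and the extracellular matrix list had an exact permutation p of 0.0571 and the glutamine metabolism list 0.114. The gene left out of the extracellular matrix list was HTRA1, and its mean was then 0.26. None of the 7 camera calls held under fry or with the correlation estimated per list. The estimated correlation gave 0 lists with an adjusted p under 0.05 and 0 without adjustment. Under fry the panel alone had an adjusted p under 0.05 (0.00619). Macrophage markers had 0.0637 in the same test, and 0.0438 when its variance trend was left out.

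**Figure D4:**
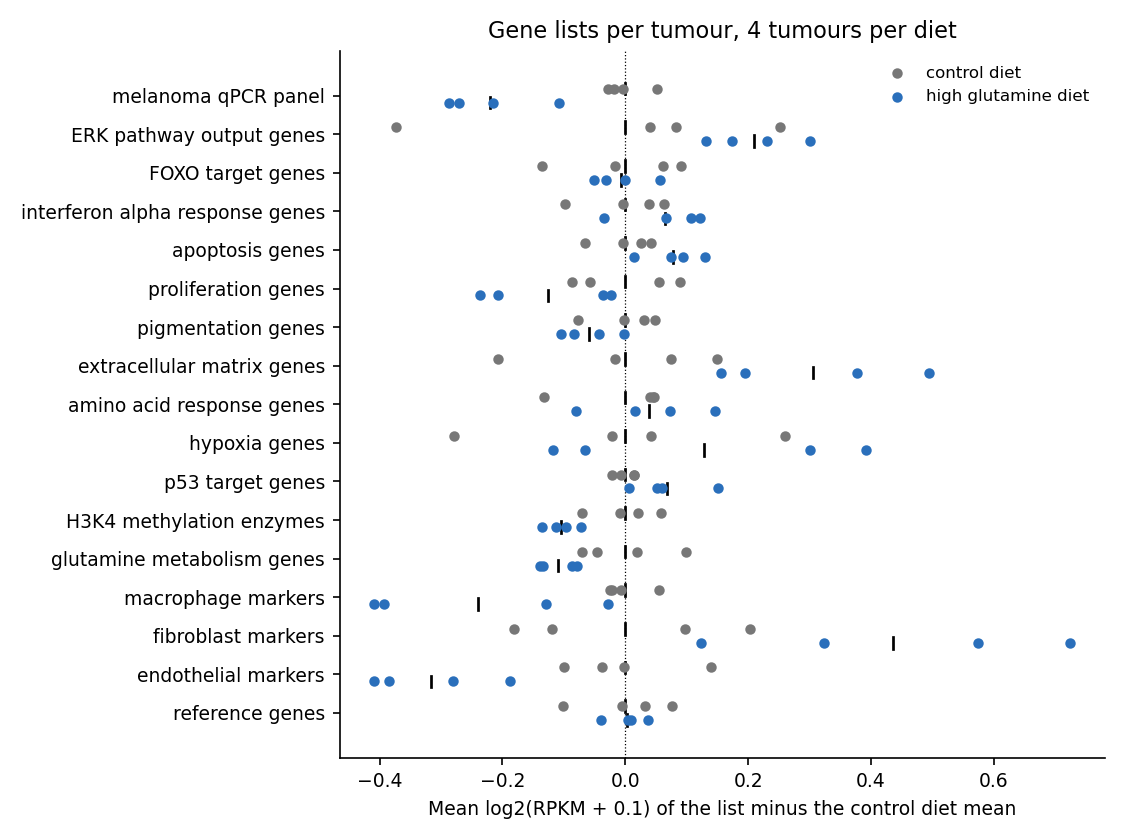
Mean log2(RPKM + 0.1) of the tested genes of each of 17 gene lists in each tumour, relative to the mean of the control tumours (horizontal axis, log2 units). Points are 4 control tumours (grey) and 4 high glutamine tumours (blue), and the bars are group means. The points of the diets are apart for the panel and the extracellular matrix, H3K4 methylation enzyme, glutamine metabolism, macrophage and endothelial lists, and overlap for the other 11.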

Values the study reported

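The study set its minimum for a differentially expressed gene at a change of 1.5 fold in either direction with both p and FDR below 0.05. It left out genes whose maximum was under 0.5 RPKM, and it compared 4 tumours per diet. By its account 51 genes were both lower in the RNA-seq comparison and lower in H3K4me3 at their promoters.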

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

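Some of the genes measured, TIE1 among them, were named after their values were seen, while the test itself was not chosen after the result. The measures per tumour were searched for a tumour far from the other 3 of its diet. Among 116 groups of 4 tumours (58 measures), 6 stood out, against 5.8 by chance, so none of them is more than chance gives. The tumours compared share their diet, and no biological explanation was tested.

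SSX3 in high glutamine replicate 3 was 3.22 RPKM, and the others of that diet were at 0.25 to 0.752. CPXM1 in the same tumour was 3.54 RPKM, against 0.80 to 0.949 in the others. CDA in control replicate 2 was 23.6 RPKM against 11.2 to 12.8, and SOX10 in control replicate 1 was 134 RPKM against 107 to 108. TIE1 in high glutamine replicate 2 was 0.587 RPKM against 0.247 to 0.294. The amino acid response list scored -0.13 in control replicate 1, against 0.04 to 0.05 in the other control tumours. SSX3 has near-identical copies, so its reads can be shared with them. CDA, SOX10 and TIE1 were each lower in every high glutamine tumour than in every control tumour, and their calls held in all 8 fits without 1 tumour (SOX10 adjusted p = 0.0174 without control replicate 1, CDA 0.00025 without control replicate 2, TIE1 0.00135 without high glutamine replicate 2), so those calls do not rest on the tumour that stood out.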

How the results depend on the processing

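Removal of the GC and length trend and counting identical values as 1 gene were chosen after the result was seen. The separation of tumours by diet held under all 3 alternatives and in all 8 fits without 1 tumour, with values of 0.0053 to 0.0089 and an exact p of 0.0286 throughout. Among these the pseudocount of 1 was no test, since a Spearman correlation over the same genes does not depend on it. The counts of genes moved more. Against 526 genes past the threshold (215 higher, 311 lower), a pseudocount of 1 gave 267 (118 higher, 149 lower) and the ordinary linear model per gene 40 (7 higher, 33 lower). No filter gave 132 genes higher past the threshold, and a mean RPKM of at least 1 gave 200 lower. Against 1313 genes with an adjusted p under 0.05, no filter gave 747 and the ordinary model 77. Against 770 genes with an unadjusted p under 0.05 and 1.5 fold, a pseudocount of 1 gave 309 and a mean RPKM of at least 1 gave 445. By its construction the larger pseudocount shrinks the fold changes of low genes, and the stricter filter leaves fewer genes to test. The cause of the other differences was not tested. Quantile normalization, median centring and TMM factors gave 505, 515 and 516 genes, of which 457, 474 and 475 were among the 526, and 49.3%, 50.3% and 50.4% were lower against 59.1%.

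Across the 8 fits that each left out 1 tumour, 258 to 562 genes passed the threshold, 81 to 240 higher and 177 to 322 lower, and 448 to 1116 had an adjusted p under 0.05. The lowest of each came without high glutamine replicate 1. The count of genes with an adjusted p under 0.05 was 507 and 612 without control replicates 1 and 2, and 840 and 525 without high glutamine replicates 3 and 4. There were 133 genes higher past the threshold without high glutamine replicate 3. These fits hold fewer samples, and no other cause was tested.

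The replicate numbers showed no pairing over all genes, since the deviations of same-numbered tumours correlated at -0.07, -0.06, 0.01 and -0.04. That does not exclude a pairing in some genes. The fibroblast list, picked after its values were seen, ranked the replicates in the same order in both diets. With the number as a replicate block, 691 was the count of genes with an adjusted p under 0.05 and the adjusted p of NGFR and NES were 0.0653 and 0.0576. Those of LUM and DCN were 0.00666 and 0.0198, against 0.0697 to 0.185 and 0.0915 to 0.214 in their other alternatives.

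The ERK list mean was 0.24 with quantile normalization, 0.25 with median centring, 0.25 with TMM factors, 0.13 with array weights, 0.26 after removal of the GC and length trend, and 0.21 under fry and with the estimated correlation, each with an adjusted p above 0.05, and 0.084 to 0.29 across the fits without 1 tumour. The interferon alpha mean of 0.065 was past the threshold under neither fry nor the estimated correlation, and spanned 0.033 to 0.098 without 1 tumour. The apoptosis mean lost its call at 0.071 without a filter, 0.11 with quantile normalization, 0.12 with median centring, TMM factors or the GC and length trend removed, 0.058 with array weights, and 0.078 under fry and the estimated correlation, and spanned 0.057 to 0.0997 without 1 tumour. The cause was not tested. The panel mean of -0.22 passed under fry. The mean of the FOXO target genes, -0.01, changed sign, to 0.0095 with a pseudocount of 1, 0.011 without a filter, 0.077 with a mean RPKM of at least 1 (adjusted p = 0.0303, against 0.121 to 0.851 in the other alternatives), 0.034 with quantile normalization, 0.035 with median centring, 0.037 with TMM factors and 0.043 with the GC and length trend removed, and spanned -0.052 to 0.024 without 1 tumour, with a sign change without control replicates 1 and 4 and high glutamine replicates 1 and 4. The cause was not tested.

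The other sign changes were in values whose adjusted p was above 0.05 throughout, and their cause was not tested. KDM5B was 0.0062, 0.0022, 0.0053 and 0.021 with quantile normalization, median centring, TMM factors and the GC and length trend removed. DUSP6 was -0.023 with array weights and -0.12 to 0.29 without 1 tumour. The mean of the reference genes was -0.019 with quantile normalization and -0.00068 with array weights, and -0.031 to 0.028 without 1 tumour. CCL2, MITF, COL3A1 and the amino acid response list spanned -0.14 to 0.035, -0.018 to 0.081, -0.075 to 0.54 and -0.0054 to 0.078 without 1 tumour. Of 405 values of named genes under the alternatives, 29 lost an adjusted p under 0.05, 2 gained one and 5 changed sign, and of 272 without 1 tumour 23 lost it, 2 gained one and 6 changed sign. Of 156 values of the other lists, 16 lost it and 2 changed sign, and of 96 without 1 tumour 7 lost it, 1 gained one and 3 changed sign.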

Other observations

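The tests of host reads, calls kept after centring, lists without 1 gene, depth, chromosome segments, fibroblast reads and the diet axis were chosen after the result was seen, as were the splits for 4 of the 5 gene counts. The excess on chromosome X was itself noticed in the data.

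The gene counts were set against other splits of the same tumours. For the 526 genes, and likewise for the 215 higher, the 311 lower, the 1313 with an adjusted p under 0.05 and the 770 without adjustment, 1 of the 35 splits (the diets) gave as many. No other split gave more than 1 gene past the threshold, and the next split gave 345 unadjusted. Centring each tumour on its median left 474 of the 526 genes (90.1%) past the threshold, so scaling is argued against as the source of the calls. It changed the percent of lower genes by -8.83 points, but centring moves that split by construction, so whether the excess of lower over higher genes comes from scaling stays open. After the trend with GC content and transcript length was removed, 92.4% of the 526 genes were still past the threshold, and 95.6% of them had both values. The depth differed by a ratio of 1.03 (exact permutation p = 0.486), far below the 1.5-fold minimum. Chance splits, GC content, length and depth are thus argued against as the whole source. Reads of host cells, the diet and any batch of implantation or handling that followed it stay open, and the labels give no batch to test.

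The lists were set against the same splits. The panel and the extracellular matrix list were each matched by no other split (1 of 35), although neither held without 1 gene (exact permutation p = 0.0571 without SOX10 and without HTRA1), but the ERK list by 5 of 35, FOXO by 31, interferon alpha by 9, apoptosis by 3, fibroblast markers by 2, proliferation by 6 and hypoxia by 18. Chance cannot be set aside for the latter 7, although camera called 6 of them.

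Reads of mouse host cells could lie behind genes that fall if the share of host cells fell. A smaller share would lower the markers of every host cell type alike. The fibroblast list moved by 0.71 on the log2 scale relative to the mean of the macrophage and endothelial lists, and by 0.42 without LUM, MSR1 and TIE1, the gene of each list that changed most in the direction of its mean (exact permutation p = 0.0286 each, the smallest possible). Without those genes the macrophage and endothelial means were -0.032 and -0.072, and 6 of the 15 tested genes of these lists were higher. Apart from MSR1 and TIE1, these lists thus gave no clear sign of a smaller share. That does not exclude a smaller share of host reads, since few of these markers were detected. Of the 36 macrophage and endothelial genes, 21 never reached 0.5 RPKM, and PTPRC, TYROBP, CDH5 and VWF peaked at 0.016, 0.047, 0.013 and 0.031. The fibroblast list is a weak marker here, since 12 of its 20 genes averaged at least 5 RPKM in control tumours and 11 are also in the extracellular matrix list. Mouse reads also match human transcripts unevenly, so a smaller share of host reads stays open.

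The extracellular matrix rise might come from more fibroblasts in the tumours. COL1A1 rose by 608 RPKM from 1244 to 1852, but its limma adjusted p was 0.0725, under 0.05 only without high glutamine replicate 2 (0.0190, in a range up to 0.173 over the 8 fits). COL3A1, DCN, LUM and POSTN, abundant in fibroblasts, each gained 0.302% of that at most. COL1A2 and THY1, of the same marker list, gained 15.6% and 4.04% of it, from control levels of 304 and 54.5 RPKM. Reads of fibroblasts are therefore argued against as the whole source of the COL1A1 gain, as they would also bring COL3A1, if mouse reads match these genes about equally. For the rest of the list they stay open. LUM and DCN rose by 1.61 and 1.25 on the log2 scale from 0.528 and 0.406 RPKM (limma adjusted p of 0.0765 and 0.10). PDGFRA, PDGFRB and FAP rose by 0.99, 0.92 and 0.65 (adjusted p of 0.0258, 0.0368 and 0.0121). The adjusted p of PDGFRA was above 0.05 without control replicate 1 and high glutamine replicates 1, 3 and 4 (0.0550, 0.0703, 0.0553 and 0.0607). That of PDGFRB was under 0.05 only without high glutamine replicate 2 (0.0155, in a range up to 0.0987 over the 8 fits), and FAP was under 1.5 fold without control replicate 2 (0.54). Under the ordinary linear model per gene the adjusted p of PDGFRA, PDGFRB and FAP were 0.101, 0.123 and 0.0728. Without a filter those of PDGFRA and PDGFRB were 0.0577 and 0.0739, and without the variance trend that of PDGFRB was 0.0633. The 8 tested fibroblast markers outside the extracellular matrix list had a mean of 0.37, with 6 higher (exact permutation p = 0.0571), which decides neither way. Expression by the melanoma cells stays open as a hypothesis. COL6A1 and COL6A2 rose (log2 fold changes 0.67 and 0.61, limma adjusted p = 0.0107 and 0.00925), while COL6A3, whose product joins theirs in collagen VI, fell by 2.16 (adjusted p = 0.00626). The genes named in this paragraph were chosen after their values were seen. The directions of the 3 COL6 genes held in all 12 alternatives and all 8 fits without 1 tumour, and their adjusted p rose above 0.05 only under the ordinary linear model per gene (0.0698, 0.0658 and 0.0636). COL6A1 and COL6A2 were under 1.5 fold with quantile normalization (0.50 and 0.51), and COL6A2 also with array weights (0.55) and without control replicates 1 and 2 and high glutamine replicate 1 (0.58, 0.57 and 0.53).

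Chromosome X held 23 of the lower genes among 504 tested (4.56%), against 2.05% elsewhere (Fisher's exact p = 0.000718, adjusted p = 0.0165 over 23 chromosomes). Genes were taken as cancer-testis by the start of their symbol, such as MAGE, SSX or PAGE. That took in MAGED4, MAGED4B and MAGEE1, which were lower, and MAGED1, MAGED2 and MAGEH1. Whether these belong to the class was not checked. Removing the 35 tested genes of chromosome X so taken, of which 14 were lower, left 9 of 469 and a Fisher's exact p of 1. The removed genes held 14 of the 23 lower genes, so the removal lowers the excess by construction. The excess may come from this group. With each family counted as 1 gene the excess had a Fisher's exact p of 0.0415. This p was not adjusted for the choice of this chromosome among 23. It argues at most weakly against shared reads of copies as the whole source. The 140 neighbours of the lower genes had a median log2 fold change of -0.11, against -0.08 for all tested genes of the chromosome. This was not clearly below random positions on it (one-sided permutation p = 0.115). The median pools neighbours along the whole chromosome, so the loss of a segment near some of the genes could be missed and stays open. Of the 35 genes 14 were lower and 2 higher past the threshold under the deposited scaling, quantile normalization, median centring, TMM factors and the GC and length trend removed. MAGEC2, PAGE5, MAGEA3 and XAGE1B had log2 fold changes of -0.05, 0.01, -0.11 and -0.06, and SPANXA1, which shares all its values with SPANXA2 and is uncertain to that extent, rose by 1.26. The signs of these 5 genes held under the same 4 alternatives. A selection of subclones or a change in promoter methylation could give such a pattern, and neither was tested.

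Tumours of a diet also varied along the direction of the diet difference. In genes called without control replicate 2, that tumour deviated towards the high glutamine level in 26% of genes, where 11 simulations of independent noise gave 56.0% to 64.5% for control tumours. High glutamine replicate 2 deviated away from the control level in 10.7%, where the simulations gave 34.7% to 42.3%. All 8 tumours lay outside these ranges, although high glutamine replicates 3 and 4 did so narrowly (42.9% and 43.8%). Independent noise is thus argued against, mainly by the other tumours. The genes that differ by diet also vary together within a diet. What drives that variation was not tested, and it bears on how far 4 tumours per diet fix the gene counts.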
